A study of Mus musculus with 8 samples. Its data were reported in "Setd2 inactivation sensitizes lung adenocarcinoma to inhibitors of oxidative respiration and mTORC1 signaling" (2023).

How the data were processed

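RNA was sequenced from 8 mouse lung tumors of the *K* model, in which Cre recombinase starts tumors in the lung. The labels put 4 tumors in *K-Ctrl* and 4 in *K-Setd2KO*. According to the study, the *K-Ctrl* tumors were started with a lentiviral CRISPR vector carrying a non-targeting guide RNA and the *K-Setd2KO* tumors with a vector carrying a guide RNA against *Setd2*, which encodes the histone H3 lysine-36 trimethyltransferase. The design text describes flash-frozen tumors and paired-end reads, while the extraction text of the same labels speaks of cell lines. The samples are called tumors here, and this difference in the labels was not resolved. Libraries were made with a strand-aware poly(A) mRNA kit.

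The authors deposited 1 table of raw counts, whole numbers of reads or read pairs per gene, with no normalization and 1 column per tumor. The table listed 48709 genes by versioned Ensembl identifiers with GRCm38 (mm10) coordinates and the summed exon length of each gene, a layout that the program featureCounts writes. The aligner, the counting program, the annotation release and whether counting used the read strand are not stated for this table. The study's methods name Salmon on GRCm38 after describing other, sorted tumors, and Salmon does not write this layout, so it is not known whether that description covers this table. No row lacked a gene name, and 20284 genes had 0 counts in all 8 tumors. Gene symbols, gene types and GC content came from GENCODE release M21 on GRCm38, in which 48349 identifiers (99.26%) were found once the version suffix was removed. Coordinates are those of the deposited table and are 1-based.

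Total counts ranged from 5806599 in *K-Setd2KO* replicate 4 to 21290402 in *K-Ctrl* replicate 3, a 3.67-fold range. A limit of 3 counts corresponded to 0.141 CPM (counts scaled to a common library size) in the deepest library and 0.517 CPM in the shallowest. Pairs of tumors within a group were compared with a chi-square statistic over genes with at least 20 counts. The lowest value was 30.5 per degree of freedom, far above sampling noise, so no 2 libraries were treated as copies of each other.

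Differential expression was computed in R 4.3.3 with edgeR 4.0.16, using filterByExpr, TMM factors, a robust quasi-likelihood fit and the quasi-likelihood test for genotype alone, with Benjamini-Hochberg adjustment over the 14929 genes kept. Standard errors of log2 fold changes were taken as the absolute log2 fold change divided by the square root of the test's F value. CPM values were divided by the TMM-scaled library size. The study compared the genotypes with DESeq2, which was run here (version 1.42.0) as an alternative, as was limma voom (version 3.58.1). The call threshold was an adjusted p of 0.05, and the fold-change limit of 2 followed the study.

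The study ran preranked enrichment on public gene sets. Those sets were not used here. In their place, 8 lists were written by hand from general knowledge before the data were examined. They covered nuclear-encoded oxidative phosphorylation subunits (78 genes), mitochondrially encoded subunits (13), cytosolic ribosomal proteins (79), mitochondrial ribosomal proteins (78), ribosome biogenesis factors (90), mTORC1-associated metabolic genes (53), glycolysis and hypoxia genes (40) and proliferation genes (40). The glycolysis and hypoxia list was chosen after a look at a supplementary table of the study that lists 2 of its members, so its result is not independent evidence. Each list was tested by preranked enrichment (fgsea 1.28.0, genes ranked by the signed square root of F, lists of at least 10 genes) with Benjamini-Hochberg adjustment over the 8 lists. The smallest p-value this procedure was allowed to give was 1e-10. Because tumors and not genes are the replicates, a score per tumor was also computed as the mean over members of log2 CPM (prior count 2) after centering each gene. The sample titles do not name the mouse of each tumor. Tumors of the same mouse would not be independent, whereas every test here treats the 8 tumors as independent. Scores were compared by a two-sided exact permutation test over the 70 assignments of 4 and 4 tumors, whose smallest possible p is 0.0286. The separation of whole profiles used the 500 most variable genes and an exact permutation over the 35 splits into 4 and 4.

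Genes named in the text followed a rule set before the data were examined. They are *Setd2*, then the 5 higher and 5 lower genes with the smallest p-values among genes past the threshold, over 2-fold changed and without overlap between the groups, then the member of each list with the smallest p-value, and the sex-specific genes *Xist*, *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*. Any other gene named was chosen after its values were seen, and the result of 1 further gene is not reported here. Markers of 14 other cell types were fixed at the same time as the lists, as a check of other sources of RNA. A list of 20 epithelial genes and a list of 18 immediate-early genes were written later, before their own values were looked at but after those of the 8 lists and 14 marker lists. From the glycolysis and hypoxia list, 14 glycolytic enzymes and 21 other hypoxia genes were also scored apart, after the result of the whole list was seen.

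Alternatives were fixed before the data were examined, except the thinning of counts to the lowest total and the fit without chromosome 6, which were added afterward. The planned ones changed the scaling (DESeq2 size factors, library totals alone, upper-quartile factors), the filter (none, or at least 10 counts in every tumor), the test, the gene types, the set test (camera with a preset correlation of 0.01 or an estimated one, and fry), the members, the prior count (0.5) and summary of the scores, and the number of variable genes. Others added a sex term, removed a per-tumor loess trend (span 0.3) on gene length and GC content, used the replicate number as a block, or left out each tumor in turn. Random lists for comparison were drawn 10000 times from the 50 nearest genes in expression, length and GC content of each member.

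The procedure was tested on simulated counts with the means, the dispersion trend and the library sizes of these data, with 197 changed genes among the 14697 genes in the fit. Each gene was drawn independently, so genes that vary together among tumors were not simulated. The edgeR test recovered 90 of 98 genes changed 4-fold (91.8%) and 38 of 99 genes changed 2-fold (38.4%), with 9 unchanged genes called. A simulated shift of 0.5 (log2) in the 77 mitochondrial ribosomal protein genes, in a fit of 14684 genes, gave a score difference of 0.486, and 0 of the other lists passed the enrichment threshold. Because genes were independent in the simulation, it cannot show how often enrichment errs in the real tumors.

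Several limits of the table affect single genes. Reads of overlapping genes can be assigned to either gene, and antisense genes are uncertain because strand use is not stated. Ribosomal protein genes have many processed pseudogenes and *Gspt2* is a close copy of *Gspt1*, and it is not stated how reads shared between such copies were counted. The counts give no information on protein levels or on the edited *Setd2* sequence.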

Results

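To examine how *Setd2* inactivation changes gene expression in mouse lung tumors, mRNA counts of 8 tumors were compared, with 4 tumors in *K-Ctrl* and 4 in *K-Setd2KO*. The comparison addresses whether gene programs for oxidative phosphorylation (OXPHOS), ribosomes and mTORC1 signaling differ between the genotypes. Total counts were 16219892, 11482887, 21290402 and 11191015 in *K-Ctrl* replicates 1 to 4 and 20185390, 13897361, 10657848 and 5806599 in *K-Setd2KO* replicates 1 to 4. The totals of the 2 groups overlapped. Genes of the mitochondrial genome took 4.43% ± 0.724 of counts in *K-Ctrl* and 4.03% ± 0.461 in *K-Setd2KO* (SD, n = 4 each). The 10 most abundant genes took 10.3% ± 0.366 and 10.5% ± 1.25 (SD, n = 4 each).

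The targeted gene was examined first. *Setd2* (ENSMUSG00000044791.16, chromosome 9, 110532597 to 110618633, plus strand, protein-coding, overlapping 1 gene on its own strand) reached 140 ± 8.81 CPM in *K-Ctrl* and 136 ± 15.5 CPM in *K-Setd2KO* (SD, n = 4 each). The CPM values were 152.7, 137.8, 132.1 and 137.6 in the control tumors and 145.0, 121.3, 123.9 and 152.7 in the *K-Setd2KO* tumors. The log2 fold change was −0.05 (SE 0.115, edgeR quasi-likelihood p 0.699, adjusted p 0.824), and the two-sided exact permutation p was 0.571. *Setd2* mRNA therefore differed by less than the spread between tumors, and its level does not separate the libraries labelled *K-Setd2KO* from the controls. Removing a length and GC trend moved this value most, to 0.10. A guide RNA changes the gene sequence and need not change the mRNA level, and the table holds no sequence with which to check the edit.

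Whole profiles differed between the genotypes. Over the 500 most variable genes, the mean distance was 3.17 log2 units between tumors of different groups and 2.37 within groups. The difference of 0.80 was the largest of the 35 splits of the tumors into 4 and 4 (exact permutation p 0.0286, the smallest the design allows). The first 2 principal components held 43.5% and 19.1% of the variance of these genes.

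**Figure D1:**
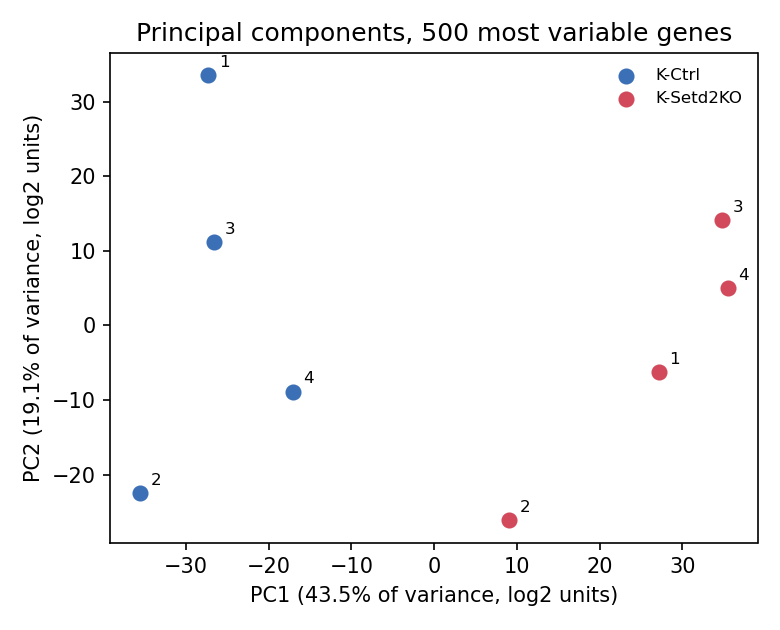
Principal components of log2 CPM over the 500 most variable genes, with PC1 (43.5% of the variance) on the x axis and PC2 (19.1%) on the y axis, in log2 units. Each point is 1 tumor numbered by replicate, and the 4 *K-Ctrl* tumors lie to the left of the 4 *K-Setd2KO* tumors on PC1.

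At the gene level, 1897 of 14929 tested genes had an edgeR adjusted p under 0.05, of which 742 were higher and 1155 lower in *K-Setd2KO*. Of the 1254 genes that also changed over 2-fold, 300 were higher and 954 lower. The values of the 4 and 4 tumors did not overlap for 1771 of the called genes. Among the tested genes 3027 (20.3%) did not overlap, against 2.86% that chance gives. The median log2 fold change of the tested genes was 0.03, and the common biological coefficient of variation was 0.337. The DESeq2 Wald test moved the total most, to 3194 genes, which included all 1897 genes called by edgeR. Without *K-Ctrl* replicate 3 the total was 763 genes, of which 749 were among the 1897.

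**Figure D2:**
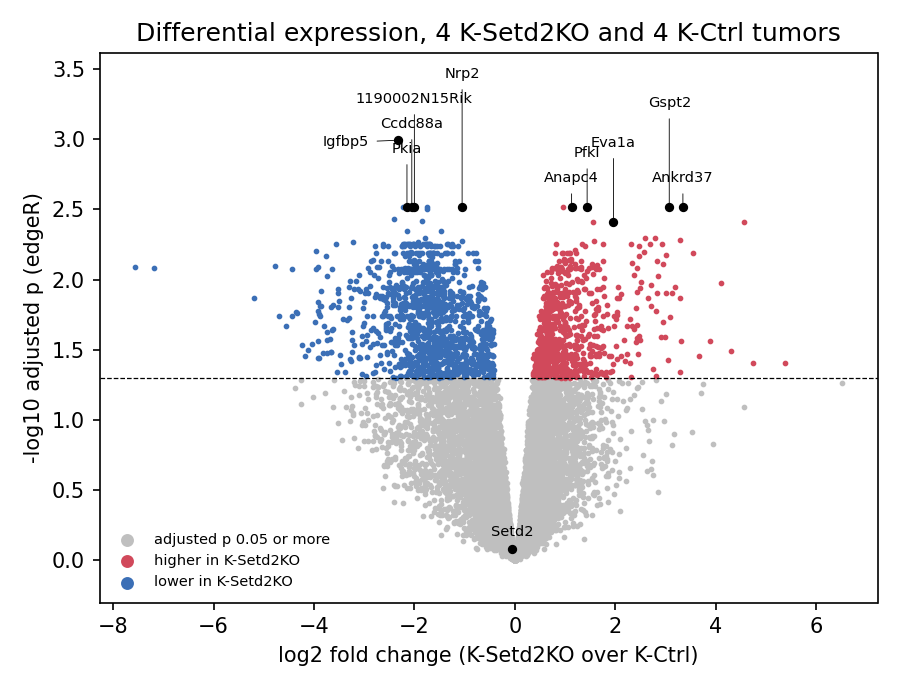
Log2 fold change of *K-Setd2KO* over *K-Ctrl* (x axis) against −log10 of the edgeR adjusted p (y axis) for the 14929 tested genes. The dashed line marks an adjusted p of 0.05, the 742 higher and 1155 lower genes are colored, and black points mark *Setd2* and the 10 genes chosen by p-value.

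The higher gene with the smallest p-value was *Ankrd37* (ENSMUSG00000050914.16, chromosome 8, 45996902 to 46005707, minus strand, protein-coding), which rose from 6.61 ± 1.64 to 67.7 ± 24.4 CPM (SD, n = 4 each; log2 fold change 3.35, SE 0.314, edgeR adjusted p 0.00306). It overlaps 2 genes on the opposite strand. *Gspt2* (ENSMUSG00000071723.7, chromosome X, 94636069 to 94643244) rose from 1.41 ± 0.412 to 12.1 ± 2.39 CPM (log2 fold change 3.08, SE 0.295, edgeR adjusted p 0.00306), with the reservation that it is a close copy of *Gspt1*. *Anapc4* (ENSMUSG00000029176.13, chromosome 5, 52834012 to 52867797) increased from 99.8 ± 9.49 to 218.8 ± 10.7 CPM, a log2 fold change of 1.13 (SE 0.109). *Pfkl* (ENSMUSG00000020277.9, chromosome 10, 77986947 to 78010083) increased from 60.6 ± 5.199 to 164.6 ± 27.1 CPM, a log2 fold change of 1.44 (SE 0.142). *Eva1a* (ENSMUSG00000035104.14, chromosome 6, 82041043 to 82093099) increased from 9.43 ± 2.06 to 36.7 ± 6.40 CPM, a log2 fold change of 1.97 (SE 0.206). It lies on a chromosome whose genes were higher as a whole in *K-Setd2KO* replicates 1, 3 and 4.

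Among lower genes, *Igfbp5* (ENSMUSG00000026185.8, chromosome 1, 72857932 to 72874884) fell from 178.0 ± 32.2 to 35.4 ± 2.00 CPM (SD, n = 4 each; log2 fold change −2.33, SE 0.153, edgeR adjusted p 0.00102). *1190002N15Rik* (ENSMUSG00000045414.7, chromosome 9, 94517864 to 94538081) had a log2 fold change of −2.001 (SE 0.165) and *Pkia* (ENSMUSG00000027499.12, chromosome 3, 7366669 to 7445366) one of −2.15 (SE 0.187). *Ccdc88a* (ENSMUSG00000032740.16, chromosome 11, 29373658 to 29510808) had a log2 fold change of −2.05 (SE 0.189) and *Nrp2* (ENSMUSG00000025969.15, chromosome 1, 62703285 to 62818695) one of −1.05 (SE 0.0984). *Pkia*, *Nrp2* and *Eva1a* each overlap 1 gene on the opposite strand, and *Nrp2* also 1 on its own strand. For these 10 genes the CPM values showed no overlap between the groups, and each gene stayed past the threshold in all 8 fits that left out 1 tumor.

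The gene lists were examined next, by enrichment among all tested genes and by a score per tumor. For the nuclear-encoded OXPHOS subunits, 69 of 78 genes were higher in *K-Setd2KO*, with a median log2 fold change of 0.17 and a range from −0.14 to 0.71. The normalized enrichment score (NES) was 2.22 (adjusted p 6.9e-07 over 8 lists). The score was −0.09 ± 0.0159 in *K-Ctrl* and 0.09 ± 0.139 in *K-Setd2KO* (SD, n = 4 each), a difference of 0.19 with an exact permutation p of 0.114. *K-Setd2KO* replicates 1 to 3 scored 0.16, 0.22 and 0.11, whereas replicate 4 scored −0.10, within the range of the control tumors. Without this tumor, singled out after its score was seen, the difference was 0.25 (exact permutation p 0.0286). Without *K-Setd2KO* replicate 2 it was 0.14 (exact permutation p 0.143), the lowest of the 8 fits that left out 1 tumor. Only 5 members passed the threshold over all genes tested, and 0 did when adjusted over the list alone, with 18 at an unadjusted p under 0.05. The smallest p-value belonged to *Ndufv3* (ENSMUSG00000024038.16, chromosome 17, 31520115 to 31531326), at 38.4 ± 3.01 and 57.4 ± 6.77 CPM. The length and GC correction moved the NES most, to 1.76.

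By complex, the median log2 fold change was 0.19 for the 36 complex I genes, 0.00 for the 4 complex II genes, 0.11 for the 9 complex III genes, 0.19 for the 12 complex IV genes and 0.18 for the 17 complex V genes. The score per tumor differed by 0.23 for complex V (exact permutation p 0.0286, unadjusted over 5 complexes), where the lowest *K-Setd2KO* tumor, replicate 4 at −0.03, was above the highest control at −0.10. It differed by 0.22 for complex I (exact permutation p 0.0857), −0.03 for II (0.8), 0.14 for III (0.143) and 0.17 for IV (0.114). The sign of the complex II median changed with the scaling (0.0034 with upper-quartile factors). All 17 complex V genes were higher, as were 32 of 36 genes of complex I. The complex IV median fell to 0.03 under the length and GC correction. The 13 mitochondrially encoded subunits did not rise, with a median of −0.07 and an NES of −1.29 (adjusted p 0.186). Their score differed by −0.16 (exact permutation p 0.6), and 0 of the 13 had an unadjusted p under 0.05. Their lowest p-value was that of *mt-Nd4* (ENSMUSG00000064363.1, mitochondrial genome, 10167 to 11544), with a log2 fold change of −0.22 (SE 0.200).

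For cytosolic ribosomal proteins, 77 of 79 genes were higher in *K-Setd2KO*, with a median log2 fold change of 0.32. The NES was 2.83 with an adjusted p of 8e-10, where the unadjusted p of 1e-10 is the smallest the procedure could give. The score differed by 0.31 (exact permutation p 0.114), again with *K-Setd2KO* replicate 4 at −0.22 and replicates 1 to 3 at 0.21, 0.42 and 0.21. Without replicate 4, singled out after its score was seen, the difference was 0.42 (exact permutation p 0.0286). Without *K-Setd2KO* replicate 2 it was 0.21 (exact permutation p 0.2), the lowest of the 8 fits that left out 1 tumor. Members of the large and small subunits gave medians of 0.33 and 0.30. Over all genes tested 6 members were called, and 3 were called when adjusted over the list alone. *Rpl32* (ENSMUSG00000057841.5, chromosome 6, 115805505 to 115808747) had the smallest p-value, at 376.8 ± 36.9 and 675.8 ± 71.7 CPM (SD, n = 4 each). It is the 1 member on chromosome 6, and it overlaps a gene on either strand.

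Mitochondrial ribosomal proteins and ribosome biogenesis factors showed smaller differences. Of 77 tested mitochondrial ribosomal protein genes 61 were higher (median 0.12, NES 1.67, adjusted p 0.00325). Every *K-Setd2KO* tumor scored above every *K-Ctrl* tumor, with a difference of 0.11 (exact permutation p 0.0286). The length and GC correction lowered the NES to 1.22 (adjusted p 0.136), and leaving out *K-Setd2KO* replicate 2 lowered it to 1.20 (adjusted p 0.163). Over all genes tested 2 members were called higher and 1 lower, and adjusted over the list alone 1 was higher and 1 lower. The smallest p-value was that of *Mrps6* (ENSMUSG00000039680.9, chromosome 16, 92058270 to 92112227), which fell from 9.57 ± 0.621 to 4.11 ± 1.07 CPM and overlaps 2 genes on its own strand. Of 89 ribosome biogenesis genes 52 were higher (median 0.05, NES 1.73, adjusted p 0.00125), and the score differed by 0.09 (exact permutation p 0.0571). Here 3 members were called over all genes tested and 0 when adjusted over the list alone, with 16 at an unadjusted p under 0.05. *Gnl2* (ENSMUSG00000028869.13, chromosome 4, 125016585 to 125055380) had the smallest p-value, with a log2 fold change of 0.49 (SE 0.103), and overlaps a gene on either strand.

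The mTORC1-associated list showed no common shift between the genotypes, with an NES of −0.89 (adjusted p 0.654) and a score difference of −0.03 (exact permutation p 0.686). Its median log2 fold change was 0.09, opposite in sign to both. Of 51 tested genes 29 were higher and 22 lower. Over all genes tested, and likewise when adjusted over the list alone, 1 member was called higher and 5 lower. *Stard4* (ENSMUSG00000024378.9, chromosome 18, 33199355 to 33213862) had the smallest p-value, falling from 71.1 ± 6.21 to 41.3 ± 3.34 CPM. The direction of this list's score reversed without *K-Ctrl* replicate 4 (0.03). A small shift is not excluded with 4 tumors per group. In *K* tumors the study measured mTORC1 activity by a phosphorylated target protein and by mTOR located at lysosomes, which mRNA counts do not show.

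Glycolysis and hypoxia genes gave the clearest difference per tumor. The list had an NES of 2.64 (adjusted p 7.27e-09), and 31 of 39 tested genes were higher (median 0.48). The score was −0.28 ± 0.143 in *K-Ctrl* and 0.28 ± 0.118 in *K-Setd2KO* (SD, n = 4 each), a difference of 0.56 without overlap between groups (exact permutation p 0.0286). Over all genes tested 14 members were called, each higher, and adjusted over the list alone 19 were higher and 2 lower. The list was chosen after a look at a table of the study made from these samples, so these counts are not independent evidence. The 14 glycolytic enzymes and the other hypoxia genes gave score differences of 0.61 and 0.59 when taken apart (exact permutation p 0.0286 each). *Ankrd37* was the member with the smallest p-value.

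The proliferation list had lower mRNA on average in *K-Setd2KO*. The NES was −2.32 (adjusted p 6.9e-07), 39 of 40 genes were lower and the median was −0.80. Over all genes tested, and likewise when adjusted over the list alone, 7 members were called. The score was 0.41 ± 0.103 in *K-Ctrl* and −0.41 ± 0.60 in *K-Setd2KO* (SD, n = 4 each), a difference of −0.81 (exact permutation p 0.0286). The *K-Setd2KO* tumors ranged widely, at −0.04, −1.003, −0.82 and 0.24, and the last lay close to the lowest control at 0.28. An NES as large in size came from 11 of the 35 splits of the tumors. The study describes increased growth and high proliferation of *Setd2*-deficient tumors. Its measures included tumor area and staining of phosphorylated histone, unlike mRNA of whole tumors. Which cells the lower mRNA came from was not separated. *Pcna* (ENSMUSG00000027342.14, chromosome 2, 132249162 to 132253314) had the smallest p-value, falling from 88.6 ± 9.38 to 46.2 ± 5.65 CPM (SD, n = 4 each). After Benjamini-Hochberg adjustment over the 8 lists, no score passed 0.05. The lowest adjusted p of a score was 0.0762, shared by the mitochondrial ribosome, glycolysis and proliferation lists. These lists already had the smallest possible exact p, so larger differences in them could not have lowered this value.

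**Figure D3:**
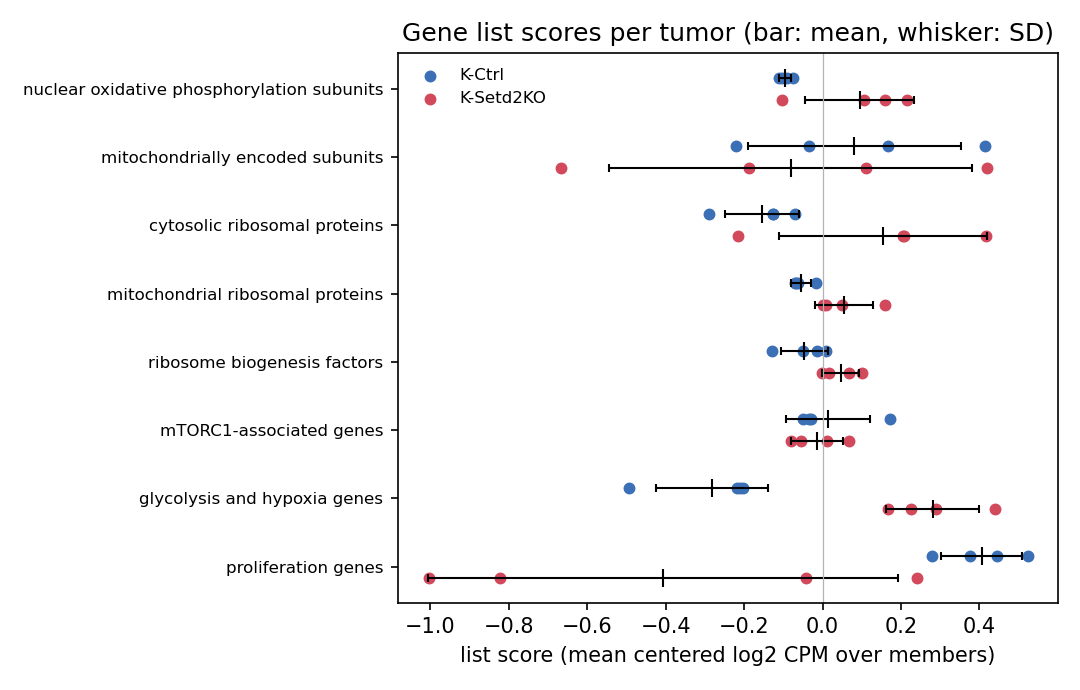
Score per tumor for the 8 gene lists, as the mean over members of centered log2 CPM (x axis, log2 units), with 4 points per group and a bar and whisker for the mean and SD. The groups do not overlap for the mitochondrial ribosome, glycolysis and proliferation lists, and 1 *K-Setd2KO* tumor sits among the controls for the OXPHOS (−0.10) and cytosolic ribosome (−0.22) lists.

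Other set tests were compared. With camera at a preset correlation, the same 6 lists passed an adjusted p of 0.05 as by preranked enrichment. The fry test and camera with an estimated correlation were more cautious. Under fry, a rotation test over tumors, the OXPHOS (adjusted p 0.0477), mitochondrial ribosome (0.0415), glycolysis (0.00160) and proliferation (0.0328) lists passed. The cytosolic ribosome and ribosome biogenesis lists did not (0.0812 each). With the correlation estimated from these data none of the 8 lists passed. The lowest adjusted p was 0.108 for the glycolysis list, the 1 list with an unadjusted p under 0.05 (0.0135).

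The labels give no sequencing batch. *Xist* exceeded the summed Y-linked genes in *K-Ctrl* replicate 2 and in *K-Setd2KO* replicates 1, 2 and 4, so that 1 control and 3 *K-Setd2KO* tumors were female by expression. With sex as a term in the edgeR fit, 1237 genes had an adjusted p under 0.05, of which 1024 were among the 1897. Within male and within female tumors the score differences were 0.20 and 0.20 for OXPHOS, 0.31 and 0.43 for cytosolic ribosomal proteins, 0.06 and 0.14 for mitochondrial ribosomal proteins, 0.06 and 0.05 for ribosome biogenesis, 0.74 and 0.44 for glycolysis and hypoxia, −1.21 and −0.71 for proliferation and −0.16 and −0.46 for mitochondrially encoded subunits. The mTORC1-associated list changed sign (−0.11 and 0.04). Each comparison was made with 1 tumor on one side and 3 on the other.

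Marker lists of other cell types were mostly lower in *K-Setd2KO*. The median log2 fold change, which has no test of its own, was −1.39 for pan-leukocyte genes, −1.47 for macrophages, −1.53 for T cells, −1.85 for B cells, −1.68 for endothelium and −1.74 for erythroid cells. It was −0.89 for fibroblasts, −0.73 for smooth muscle, −0.91 for alveolar type 1 cells, −1.23 for club cells and −0.76 for ciliated cells. Cardiac muscle genes were at −0.15, a sign that was not stable, with −0.76 with no filter, 0.11 with at least 10 counts in every tumor and 0.15 with the sex term. Neutrophil genes were at 0.54. Alveolar type 2 genes had a median of −0.00036, whose sign changed with the scaling, with members between −3.61 and 2.24.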

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

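The tests of sex and of depth in the tumors below were chosen only after the values were seen. A tumor is listed when its gap to the nearest tumor of its group is large against the range of the group. Of 106 groups of 4 values, 14 contained such a tumor, where chance gives 5.3. Of these, 7 were sex-specific genes. Among the 96 groups of 4 values without the sex genes, 7 were found against 4.8 from chance, so those 7 are about what chance gives.

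*Xist* stood at 1191.6 CPM in *K-Ctrl* replicate 2, while the other control tumors had 1.66, 1.43 and 2.77 CPM. The same tumor had 0.252 CPM of *Eif2s3y* and 0.084 CPM of *Kdm5d*. *K-Setd2KO* replicate 3 was apart in the opposite sense, with 161.1 CPM of *Ddx3y*, 156.2 CPM of *Eif2s3y*, 73.3 CPM of *Kdm5d* and 53.1 CPM of *Uty*. All 8 tumors had either *Xist* or the summed Y genes above 1000 counts and the other below 100, which is consistent with mice of both sexes in each group. RNA mixed between tumors is argued against, since the tumors with over 1000 *Xist* counts had at most 10 counts over the 4 Y genes. The labels do not give sex, so a swap of whole tumors between groups is not excluded by these genes.

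The mTORC1-associated score of *K-Ctrl* replicate 4 was 0.17, against −0.05, −0.03 and −0.04 in the other control tumors. Thinned to the lowest total it was 0.14, still apart from −0.06, −0.04 and −0.02, and *K-Ctrl* replicate 2 had nearly the same total. This argues against depth. A stricter limit on the gap, used first, left the question undecided. This tumor reverses the direction of the list, as its removal gave a score difference of 0.03. The glycolysis and hypoxia score of the same tumor was −0.49, against −0.21, −0.22 and −0.20. It remained at −0.46 after thinning, which likewise argues against depth. No biological explanation was tested for either score. *Gnl2* was also apart in this tumor, at 67.2 CPM against 60.8, 61.5 and 60.5, a gap small beside the 81.6 to 94.0 CPM of the *K-Setd2KO* tumors.

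The mitochondrial ribosomal protein score of *K-Ctrl* replicate 3 was −0.0173, against −0.06, −0.07 and −0.07 in the other control tumors, and came close to the lowest *K-Setd2KO* value of 0.0015. Markers of other cells were apart in 3 tumors. The T cell score of *K-Ctrl* replicate 2 was 2.23, against 0.28, 0.40 and 0.50 in the other control tumors. The B cell score of *K-Setd2KO* replicate 3 was −2.02, against 0.08, −0.23 and −0.23. The erythroid score of *K-Setd2KO* replicate 1 was 0.29, against −1.22, −1.07 and −1.18. No explanation was tested for these 4 values, and the labels name no property of the mice that sets these tumors apart.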

How the results depend on the processing

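Thinning to the lowest total and leaving out chromosome 6 were chosen after the data were seen. Over all settings that kept the 8 tumors, these 2 included, 581 of 622 comparisons of the main values held their direction and side of the threshold or stayed close in size, and 41 changed. For single named genes 232 of 236 held and 4 were weaker. With 1 tumor left out, 303 of 336 main values and 131 of 136 gene values held. The causes of the changes given below were not tested, except that fewer tumors give less power.

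Preranked enrichment of 5 lists (OXPHOS, cytosolic ribosome, biogenesis, glycolysis and proliferation) stayed past 0.05 under every other scaling, filter, gene type and gene-level test. The separation of profiles and the glycolysis score (0.45 to 0.69) stayed past 0.05 under every other scaling, filter and gene type. They were not computed with the DESeq2 and limma voom tests. The DESeq2 Wald test called 3194 genes, 1327 higher and 1867 lower. The sex term gave 1237 genes (453 higher), a leukocyte median of −1.79 and a mitochondrial ribosome NES of 1.39 (adjusted p 0.0585). The self-test with this term recovered 79 of 98 genes changed 4-fold, against 90 without it. The length and GC correction reversed *Setd2* to 0.10 (edgeR p 0.356), moved complex IV to 0.026 and gave the mitochondrial ribosome an NES of 1.22 (adjusted p 0.136) and a score difference of 0.062 (exact p 0.0571). With at least 10 counts in every tumor, that NES was 1.33 (adjusted p 0.0763), its score difference 0.077 (exact p 0.0857) and the B cell median −0.58. Over all these settings the adjusted p of that NES lay between 1.17e-05 and 0.136.

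The mitochondrial ribosome score difference was 0.062 with library totals alone, 0.117 with no filter, 0.108 with the median over members and 0.107 without chromosome 6 (exact p 0.0571 each). The biogenesis score passed with protein-coding genes (0.102), the members of higher expression (0.159) and thinned counts (0.094), with an exact p of 0.0286 each. It was 0.045 with library totals alone (exact p 0.429) and 0.060 with at least 10 counts in every tumor (exact p 0.171). The proliferation score fell by 0.81 after thinning (exact p 0.0571). The mTORC1 score reversed to 0.055 with the members of higher expression and to 0.043 with the median over members. Cardiac markers were at −0.76 with no filter, but at 0.11 with at least 10 counts in every tumor, 0.15 with the sex term and 0.024 without *K-Ctrl* replicate 4. Under limma voom, club cell markers were at −1.97.

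With the correlation estimated, camera gave adjusted p-values of 0.325 for OXPHOS, cytosolic ribosome and biogenesis, 0.322 for mitochondrial ribosome and proliferation, and 0.108 for glycolysis. The mTORC1 list reversed under camera at 0.938 (preset) and 0.947 (estimated). Under fry, cytosolic ribosome and biogenesis had 0.0812 each.

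Replicate numbers are shared by the groups but did not pair the tumors, as deviations of same-numbered tumors correlated at −0.16 to 0.30 across genes and of others at −0.49 to 0.30. The fit with the replicate block called 1341 genes, 403 of them higher. Together with the length and GC correction it gave 461 higher genes, *Setd2* at 0.10 (edgeR p 0.3999), complex IV at 0.023 and a mitochondrial ribosome NES of 1.19 (adjusted p 0.180).

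Across the 8 fits that each left out 1 tumor, 763 to 2058 genes were called, 224 to 856 higher, 539 to 1284 lower, and 636 to 1398 over 2-fold. The low counts came without *K-Ctrl* replicate 3 (763), replicate 1 (938) or replicate 2 (1126), or *K-Setd2KO* replicate 3 (1011). The separation ranged from 0.62 to 1.07 (exact p 0.0571 without *K-Ctrl* replicate 1 or 3). Score differences ranged from 0.14 to 0.25 for OXPHOS and 0.21 to 0.42 for cytosolic ribosome, both past 0.05 without *K-Setd2KO* replicate 4. They were 0.069 to 0.128 for mitochondrial ribosome, lowest without *K-Setd2KO* replicate 2 (exact p 0.0571). This score also lost its side of the threshold without each single *K-Ctrl* tumor (exact p 0.0571 to 0.0857). They were −1.04 to −0.62 for proliferation, which lost it without each single *K-Ctrl* tumor (exact p 0.0571 to 0.0857). They were −0.053 to 0.026 for mTORC1, reversed without *K-Ctrl* replicate 4, and −0.34 to 0.034 for mitochondrially encoded genes, reversed without *K-Setd2KO* replicate 1. The NES was 1.20 to 1.86 for mitochondrial ribosome, lowest without *K-Setd2KO* replicate 2, and −1.19 to 0.81 for mTORC1, positive without *K-Ctrl* replicate 4. Club cell markers ranged from −1.95 (without *K-Setd2KO* replicate 2) to −0.81, and T cell markers from −2.54 (without *K-Setd2KO* replicate 1) to −0.71. B cell markers ranged from −2.18 to −0.82 and erythroid markers from −2.26 to −1.06. Fibroblast markers ranged from −1.17 to −0.55 and neutrophil markers from 0.30 to 0.69. Depth limits low genes most in *K-Setd2KO* replicate 4, where 3 counts are 0.517 CPM.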

Other observations

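The tests of chromosome 6, of clustering along the genome, of leukocyte content, of the length and GC trend and of marker lists moving apart were chosen only after the results were seen. Splits of the 8 tumors into 4 and 4 were compared with the real one. Only the real split, 1 of 35, gave as many genes with an edgeR adjusted p under 0.05. The same was true, at 1 of 35 each, for genes over 2-fold and for genes in the larger direction. Higher and lower genes were not tested apart, since the count of the larger direction served for both. The split by sex gave 5 genes. The sex term gave 1237 genes, of which 1024 were among the 1897. The larger share of female tumors in *K-Setd2KO* therefore does not account for most of the 1897 calls. The rest of the 1897 were not called with this term, under which the self-test also recovered fewer changed genes.

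Enrichment of most lists was far less special. An NES as large in size came from 8 of the 35 splits for OXPHOS, 9 for cytosolic ribosomal proteins, 9 for mitochondrial ribosomal proteins, 6 for ribosome biogenesis, 11 for proliferation, 22 for mitochondrially encoded genes and 28 for the mTORC1-associated list. Only the glycolysis and hypoxia list had 1 of 35, the real split. Preranked p-values take no account of the spread between tumors, so for all 8 lists they overstate the evidence. A chance arrangement of tumors could account for the enrichment of the other 7 lists. For the glycolysis and hypoxia list, the value of 1 of 35 cannot decide this. The list was chosen after a look at a table of the study made from these samples, which favored the real split in advance. The value is also the smallest possible and is unadjusted over 8 lists. With camera and an estimated correlation, the adjusted p of this list was 0.108, so chance is not excluded for it.

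Gene properties were weighed for 6 lists. The length and GC correction left the NES at 1.76 for OXPHOS, 2.44 for cytosolic ribosomal proteins and 1.71 for ribosome biogenesis, which argues against this trend as the whole cause. For mitochondrial ribosomal proteins the NES fell to 1.22, consistent with such a trend. Among 10000 random lists matched on expression, length and GC content, the median of cytosolic ribosomal proteins was at percentile 100. The medians were at percentile 91.4 for OXPHOS, 67.8 for mitochondrial ribosomal proteins and 43.4 for ribosome biogenesis, so similar genes outside these lists may have moved as much. The matched lists had a median of 0.12 for OXPHOS, against 0.17 observed. Glycolysis and hypoxia (median 0.48, matched 0.06, percentile 100) and proliferation (median −0.80, matched −0.02, percentile 0) lay outside their matched lists, which argues against expression, length and GC content as the whole cause of these 2.

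A higher share of tumor cells in *K-Setd2KO* is a candidate explanation for the higher lists. The epithelial list (20 genes, all above 1 CPM in *K-Ctrl*, none shared with another list) scored 0.42 higher (exact permutation p 0.0571), at −0.33, −0.30, −0.33 and 0.12 in *K-Ctrl* and 0.16, 0.23, 0.11 and 0.34 in *K-Setd2KO*. Of its 3 most abundant genes, *Cdh1* moved little (732.1 ± 93.7 and 726.3 ± 113.4 CPM). *Nkx2-1* had 509.9 ± 129.7 and 648.7 ± 201.3 CPM (log2 fold change 0.35) and *Krt8* 354.7 ± 121.9 and 479.9 ± 86.8 CPM (log2 fold change 0.44), with SD over 4 tumors each. Minus the epithelial difference, the score difference was −0.23 for OXPHOS, −0.11 for cytosolic ribosomal proteins and 0.14 for glycolysis and hypoxia. For OXPHOS and cytosolic ribosomal proteins this met the prediction, written before the epithelial values were seen, that epithelial genes rise at least as much as the list. These 2 differences are therefore consistent with a higher share of tumor cells, and a change within tumor cells was not separated from it. Single tumors go against it. *K-Setd2KO* replicate 4 had the highest epithelial score (0.34) but the lowest OXPHOS (−0.10) and ribosomal (−0.22) scores of its group, and *K-Ctrl* replicate 4, at 0.12 above *K-Setd2KO* replicate 3, had OXPHOS and ribosomal scores of −0.09 and −0.13. Requiring an exact p under 0.05 for the epithelial list as well, a condition tried after the result was seen, would leave the question undecided. For glycolysis and hypoxia the list rose more than the epithelial genes, but by less than the spread between tumors. Here too *K-Ctrl* replicate 4 went against cell share, with a list score of −0.49 against 0.44 in *K-Setd2KO* replicate 3. By the difference of the group means, cell share and a change within tumor cells cannot be told apart.

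Most marker lists of other cells were lower in *K-Setd2KO*, and their tested genes were all above 1 CPM in *K-Ctrl*. The score differences were −1.42 for leukocytes, −1.29 for macrophages, −1.46 for endothelium, −1.13 for fibroblasts, −1.08 for alveolar type 1 cells and −0.78 for cardiac muscle (exact permutation p 0.0286 each, the smallest possible, unadjusted over 14 lists). The cardiac muscle score is not a shared fall, since 3 of its 6 genes were higher and 3 lower. Their median log2 fold change was −0.15 and the lowest −3.92. Differences for ciliated (−1.54), club (−0.89), erythroid (−1.59), smooth muscle (−0.92), T (−1.71), B (−1.20) and alveolar type 2 cells (−0.09) had exact permutation p-values from 0.0571 to 0.543. Among abundant genes, *Laptm5* fell from 243.2 ± 62.3 to 69.9 ± 10.96 CPM, *Mrc1* from 385.8 ± 133.7 to 82.8 ± 11.5 and *Pecam1* from 284.2 ± 169.5 to 108.3 ± 49.99, while *Lyz2* changed little (10198 and 8265 CPM). Neutrophil genes scored 0.36 higher (exact permutation p 0.314), which is 1.77 above the leukocyte difference. By the group means this goes against 1 equal fall of all other cells, but the gap was not tested. *K-Setd2KO* replicates 1 and 4 scored 0.78 and 0.75, while replicates 2 and 3, at −0.44 and −0.37, lay within the control range. A smaller share of all other cells is therefore not excluded. A neutrophil change stays open, although its most abundant gene, *Lcn2* (556.1 and 1405 CPM), is also made by epithelium.

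Fewer leukocytes, which divide, are a candidate source of the lower proliferation score. With the leukocyte score as a covariate the difference was −0.53 with a standard error of 0.779, so the explanation cannot be told apart from a change in tumor cells with 8 tumors. Longer handling of *K-Setd2KO* tumors before freezing could raise hypoxia genes. The immediate-early list differed by −0.61 (exact permutation p 0.114), not in the direction of longer handling.

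*K-Setd2KO* replicate 4 had the fewest counts and scored with the controls for cytosolic ribosomal proteins and OXPHOS. After thinning of the other libraries to its total, the lowest ribosomal score of the other 3 *K-Setd2KO* tumors was still 0.20, while replicate 4 was at −0.21. This argues against depth, and no biological explanation was tested.

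Chromosome 6 stood out. Of its 839 tested genes 190 (22.6%) were called, 129 of them higher, against 12.1% elsewhere (Fisher's exact test, adjusted p 4.33e-15 over 20 chromosomes, in which genes are not independent). The lowest adjusted p of another chromosome was 0.221. Over 401 of its genes, the median against the *K-Ctrl* mean was 0.42, −0.00027, 0.40 and 0.46 in *K-Setd2KO* replicates 1 to 4 and −0.01, −0.0077, 0.02 and −0.00027 in *K-Ctrl* replicates 1 to 4. Between the groups, the median log2 fold change was 0.40 over these 401 genes but 0.27 over all 839 tested genes of the chromosome. How the 401 were chosen is not stated here. In 3 tumors, *K-Setd2KO* replicates 1, 3 and 4, each of the 15 windows of 10 Mb was above the *K-Ctrl* mean. *K-Setd2KO* replicate 2 had 7 such windows. This is consistent with a gain of the whole chromosome in some tumors. The lowest window between groups was 0.17, which argues against a segment from another strain, and the largest median of another autosome was 0.10, which argues against scaling or depth. A gain is a hypothesis, since no DNA was measured here. Over all chromosomes the 10 Mb window densest in called genes lay on chromosome 6, at percentile 96.5 of 1000 shuffles. The test was then repeated without this chromosome, after that value was seen, and the densest window, on chromosome 12, was at percentile 86.2. This neither shows nor excludes strain segments elsewhere, since the power of the test to find one was not measured.

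The glycolytic genes *Tpi1* and *Gapdh*, both chosen after their values were seen, lie on chromosome 6. *Gapdh* had a log2 fold change of 0.93 (SE 0.162, edgeR adjusted p 0.0109). *Tpi1* reached 262.1 CPM in *K-Setd2KO* replicate 2, whose chromosome 6 was level with the controls, against 110.9 to 121.6 CPM in *K-Ctrl*. Without the 6 members on chromosome 6 the glycolysis and hypoxia score still differed by 0.45 (exact permutation p 0.0286), and without the chromosome 1743 genes were called, 1699 of them shared. A gain of chromosome 6 thus does not account for most of either result. Whether it arose by chance or follows *Setd2* loss was not tested.

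Loss of *Setd2* activity might raise transcription inside genes and on the opposite strand. The share of counts in long non-coding and antisense genes was 0.726% ± 0.0748 in *K-Ctrl* and 0.874% ± 0.125 in *K-Setd2KO* (SD, n = 4 each), a difference of 0.148 with overlapping tumors (exact permutation p 0.0857). *Xist* is a long non-coding gene, at 543.2 to 1594.5 CPM in the 3 female *K-Setd2KO* tumors and 1191.6 CPM in the 1 female control. The share was not computed without it, so part of the difference may come from sex. The prediction that every *K-Setd2KO* tumor lies above every control was not met, and counts within introns were not analysed here.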
